A study of Homo sapiens with 12 samples. Its data were reported in "Precise immunofluorescence canceling for highly multiplexed imaging to capture specific cell states" (2024).

How the data were processed

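A549 cells were treated with TGFβ (4 ng/mL in the labels) and harvested at 0 h, 0.5 h, 12 h, 24 h, 48 h and 96 h, with 2 libraries per time point. Cells negative for propidium iodide were sorted singly, 384 wells per library, and CEL-Seq2 libraries were made in which 1 read holds a 10 nt UMI and a 9 nt cell barcode and the other an 81 nt insert from the 3' end of the mRNA. Replicate 1 of every time point carried barcode set 2 and replicate 2 barcode set 1, which share 0 of their 384 barcodes, so the replicate number and the barcode set cannot be told apart. Correlations of deviations from the time point means between libraries of one number were 0.140 to 0.275 for the 6 pairs among 0 h, 12 h, 24 h and 48 h, 0.0678 to 0.0870 for the 4 of these times with 96 h, and -0.0926 to -0.0171 for the 5 pairs with 0.5 h. The number was left out of the main fit, and results with it as a block are given where they differ. The table deposited by the authors holds counts per gene and well, whole numbers up to 2845 for 29035 genes, not normalized, from all 4608 wells. Per the labels, the authors made these counts with Trim Galore 0.6.7, HISAT2 2.2.1 on GRCh38, featureCounts 2.0.1 and UMI-tools, which removed UMI duplicates. The study's methods name other versions of Trim Galore and featureCounts. The annotation release and the strand setting are not given in the sources used here, so counts of antisense and overlapping genes are uncertain. Reads were not used here, and gene positions were taken from GENCODE 44.

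Wells were kept when they held 100 to 40000 UMIs, 2000 to 7000 detected genes and at most 35% mitochondrial counts, limits taken from the study's methods and computed over all genes. No doublet caller was run, since 1 cell was sorted per well. Counts of kept cells were summed per library over protein-coding genes (15871 by the gene type the table gives), and 12 genes that share a symbol with another were kept apart by identifier. Protein-coding genes held 88.7% to 91.0% of the UMIs of kept cells, and the sums ranged from 1264044 to 4500036 UMIs per library. At the smallest sum, 1 UMI is just under 1 CPM, so genes near that level are resolved only as present or not detected. Sums were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, robust quasi-likelihood fit, quasi-likelihood F test) in one model with a mean for each time point over all 12 libraries (6 residual degrees of freedom). With 10465 genes tested, the common biological coefficient of variation was 0.129 and the median prior degrees of freedom 17.6. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 over the genes of one comparison, and 10 comparisons were made, each time against 0 h, each against the time before it, and 96 h against 12 h. Changes are log2 ratios with SE, the size of the change divided by the square root of F, and levels are CPM with TMM scaling. With 2 libraries per group, no test of regrouped samples was made.

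For a group at 0 counts the fold is a lower bound against a floor of 3 counts over the group. For 1 to 3 counts it is the ratio of summed counts with an exact 95% interval that covers counting error only. Named genes follow a rule fixed with the design. A panel of 17 genes is followed at each time against 0 h. For 12 h and 96 h against 0 h the rule adds the 10 genes with the highest and the 10 with the lowest log2 change, and for the other comparisons 5 each way. These had to pass the threshold, have both libraries of one time above or below both of the other, and reach a mean of 50 CPM in the higher group. Per list and comparison, up to 4 members with the lowest adjusted p complete the rule. Some genes that meet it are not reported here. The 31 gene lists were written by hand. Of these, 28 with at least 5 tested genes were tested with camera in limma 3.58.1 (preset inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over the 28. They were tested again with an estimated correlation and with fry, and 3 lists of other cell types (endothelial, immune, fibroblast) were followed by their members. Profiles were compared by Pearson's r of log2(CPM + 1).

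Single cells were scaled to 10000 counts, and the 2000 most variable protein-coding genes gave 20 principal components (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0; figures with matplotlib 3.10.9). The share of a cell's 20 nearest neighbors of its own time point was taken among cells of the other replicate number, with equal numbers of cells per time point. Shares of cells with a UMI used cells thinned to 12500 UMIs, the 10th percentile of kept cells (1684 cells; 6250 UMIs leave 1861), with seed 20240508. Wells with under 1000 detected genes were taken as the background for these shares.

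The methods were tested on simulated data. Counts with the means, dispersions and library sizes of these libraries were drawn with 200 genes changed by 1.5, 2 or 4 times, and genes were recovered with the right direction as follows. At 0.5 h against 0 h, 9 of 65, 38 of 66 and 55 of 66 were recovered, at 12 h 6 of 67, 36 of 64 and 60 of 66, at 24 h 10 of 65, 37 of 66 and 54 of 63, at 48 h 11 of 65, 36 of 63 and 54 of 66, and at 96 h 5 of 66, 29 of 66 and 52 of 65. For 12 h against 0.5 h it was 10 of 64, 35 of 67 and 56 of 66, for 24 h against 12 h 13 of 67, 42 of 66 and 61 of 65, for 48 h against 24 h 8 of 65, 34 of 66 and 53 of 64, for 96 h against 48 h 7 of 67, 28 of 67 and 54 of 65, and for 96 h against 12 h 6 of 66, 26 of 64 and 55 of 64. Unchanged genes called numbered 3 to 12 per comparison. Most changes of 1.5 times are therefore missed at this depth and number of libraries, and changes of 4 times are mostly found. A list of 20 raised genes was called in 10 of 10 comparisons and 0 of 300 lists of unchanged genes were. These draws used means, dispersions and library sizes, so the 0 of 300 does not speak for lists whose genes vary together. In the real lists at 0.5 h against 0 h, the estimated correlation ran from -0.0674 (interferon genes) to 0.585 (mitochondrially encoded genes). Among 240 simulated cells, 49.96% of neighbors were of a cell's own group with equal means and 99.8% with 200 genes changed 4 times. No smaller change was simulated, so the share that a change of 46 genes, the number at 0.5 h, would give is not known.

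Alternatives covered DESeq2 1.42.0, other size factors, no filter on low counts, only the 4 libraries compared, the replicate number as a term, looser and stricter limits on cells, thinned sums and cells, all gene types, mitochondrial genes left out, a test against a 1.5-fold change, and each library left out in turn. For profiles and neighbors they covered other added constants, Spearman's rho, other numbers of neighbors and variable genes, cell cycle genes left out, and neighbors among all other cells. The samples, comparisons, tests, gene lists, naming rule and these alternatives were chosen before the data were examined. Limits on protein-coding counts, both 48 h or both 96 h libraries left out, and edgeR without robust estimation were added afterwards. The imaging and bulk data of the study were not used here.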

Results

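The data describe A549 cells, a human lung adenocarcinoma line, during exposure to TGFβ. This cytokine drives these epithelial cells toward a mesenchymal state (epithelial-to-mesenchymal transition, EMT). Cells were taken before the addition of TGFβ (0 h) and after 0.5 h, 12 h, 24 h, 48 h and 96 h. Each time point had 2 CEL-Seq2 libraries of 384 wells with 1 sorted cell per well, 12 libraries and 4608 wells in all. CEL-Seq2 primes at the poly(A) tail and tags each captured mRNA with a unique molecular identifier (UMI), so the values are numbers of molecules per gene and well. The labels do not say whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical. After limits on counts, genes and mitochondrial share, 1871 cells were kept. By replicate (1, then 2) there were 181 and 166 at 0 h, 137 and 194 at 0.5 h, 188 and 217 at 12 h, 201 and 189 at 24 h, 131 and 149 at 48 h, and 54 and 64 at 96 h. Their summed protein-coding UMIs were 3829570 and 3354393 at 0 h, 3279252 and 3858787 at 0.5 h, 3969619 and 3669650 at 12 h, 4500036 and 2728859 at 24 h, 3095497 and 1950508 at 48 h, and 1264044 and 1501661 at 96 h. The median kept cell held 14137 UMIs in the shallowest library (48 h replicate 2) and 28045 in the deepest (0.5 h replicate 1). The share of wells kept was 45.2% ± 2.76 (mean ± SD, n = 2 libraries) at 0 h and 15.4% ± 1.84 at 96 h. No untreated culture of a later age was among the samples, so time since TGFβ and time in culture run together in every comparison with 0 h.

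Gene levels are given as CPM, the count of a gene scaled to the library size (mean ± SD), and changes as log2 ratios ± SE, with n = 2 libraries per time point throughout. Each gene named as changed had both libraries of one time point above or below both of the other, and the test for genes was edgeR's quasi-likelihood test. On GRCh38 with GENCODE 44 gene models, JUNB lies on chromosome 19 at 12791486 to 12793315 on the plus strand (1 exon), and COL1A1 on chromosome 17 at 50184101 to 50201632 on the minus strand (51 exons). CDH1 occupies chromosome 16 from 68737292 to 68835537 on the plus strand (16 exons), and CDH2 chromosome 18 from 27932879 to 28177946 on the minus strand (16 exons). AGR2 occupies chromosome 7 from 16791811 to 16833433 on the minus strand (8 exons). Poly(A) priming places the counted reads mainly at the 3' end of each of these genes.

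Whole expression profiles were compared first, to ask when the cells left their starting state. Across genes, the library sums at 0 h and 0.5 h correlated at r = 0.981 ± 0.00172 (Pearson's r of log2(CPM + 1), mean ± SD over 4 pairs of libraries). The replicates of one time point correlated about as closely, at 0.982 for 0 h and 0.981 for 0.5 h. The correlation with 0 h was 0.945 ± 0.00283 at 12 h, 0.942 ± 0.00412 at 24 h, 0.913 ± 0.0105 at 48 h and 0.885 ± 0.00358 at 96 h. These lay below the replicate values at those times (0.984, 0.980, 0.967 and 0.963). Between neighboring times r was 0.980 ± 0.00709 for 12 h and 24 h, 0.956 ± 0.00906 for 24 h and 48 h, and 0.957 ± 0.00417 for 48 h and 96 h. Genes are not independent replicates, so these values carry no p-value. Single cells of 0 h and 0.5 h were then set against each other by their 20 nearest neighbors, taken only from the other replicate number. Of these neighbors 57.6% ± 3.50 were of a cell's own time point (4 libraries), where chance gives 50%. For 0 h against 12 h, 24 h, 48 h and 96 h that share was 99.1% ± 0.603, 98.7% ± 0.794, 98.8% ± 1.69 and 99.6% ± 0.365. The 0.5 h share depended on settings, being 50.4% with 4000 variable genes, 52.5% with every cell thinned to 12500 UMIs and 75.5% when neighbors could come from the same library.

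**Figure D1:**
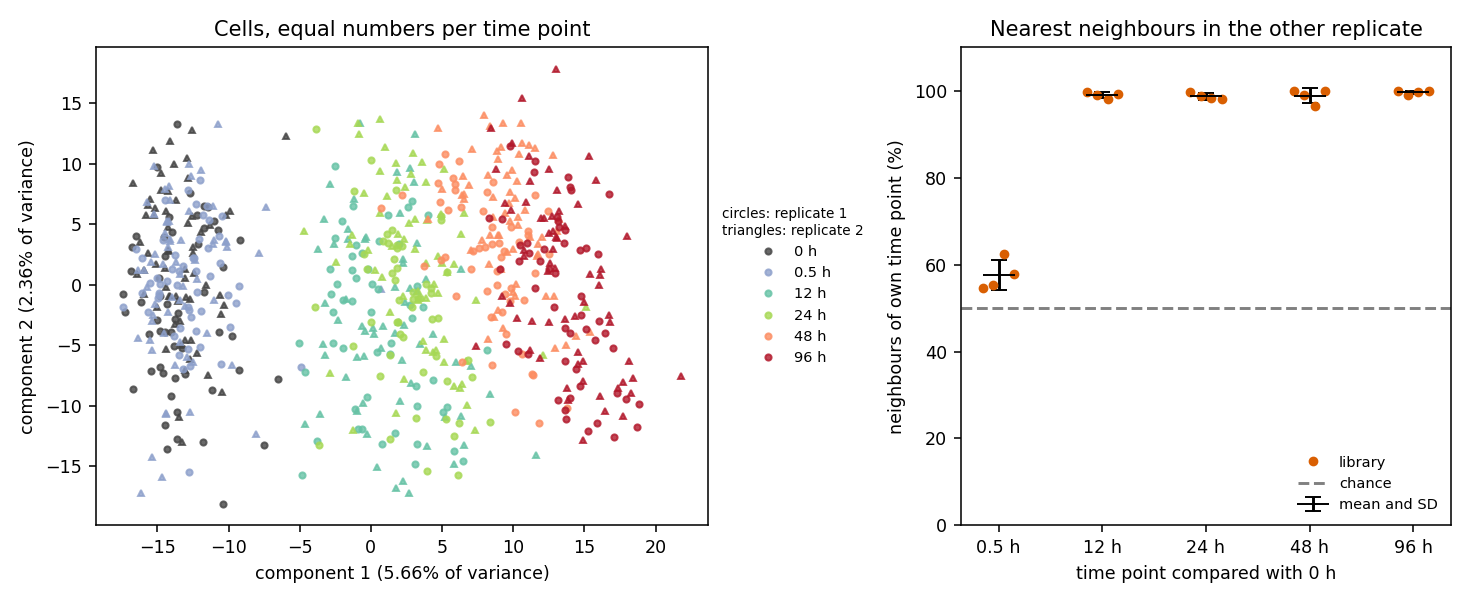
Kept cells on principal components 1 and 2 (5.66% and 2.36% of the variance), one point per cell, one color per time point and equal numbers of cells per time point, beside the percentage of nearest neighbors of a cell's own time point for 0 h against each later time (points, libraries; bars, mean and SD; dashed line, chance). The cells of 0 h and 0.5 h share the low end of component 1 (library medians -14.0 to -12.8), those of 12 h and 24 h lie between 0.0591 and 3.19, and those of 96 h at 13.1 and 13.7.

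At 0.5 h, the question was what had changed in the transcriptome while signal transduction was being switched on. JUNB, an AP-1 subunit and direct SMAD target, rose from 49.5 ± 7.73 to 501 ± 9.00 CPM, a log2 change of 3.34 ± 0.18 (n = 2 libraries per time point). SMAD7, the inhibitory SMAD that feeds back on the TGFβ receptor, rose by 2.65 ± 0.31 and the TGFβ-inducible repressor KLF10 by 1.86 ± 0.16. GADD45B, a growth arrest and DNA damage gene, rose by 2.71 ± 0.17, the nuclear protein gene CSRNP1 by 2.42 ± 0.20 and SOCS3, a suppressor of cytokine signaling, by 2.32 ± 0.19. The Notch effectors HES1 and HEY1 rose by 2.37 ± 0.18 and 3.68 ± 0.53. In all, 46 of 10465 genes changed, 41 higher and 5 lower. The lower ones were the chemokine CXCL2 (-3.38 ± 0.39), the polo-like kinase PLK2 (-1.03 ± 0.16), the immediate early genes EGR1 (-1.36 ± 0.28) and FOS (-1.13 ± 0.24), and NFKBIZ (-2.01 ± 0.45). NFKBIZ, an NF-κB regulator, is named here only after its values were seen. The cadherins CDH1 (-0.12 ± 0.29) and CDH2 (0.45 ± 0.30), vimentin (VIM, 0.10 ± 0.17), fibronectin (FN1, -0.32 ± 0.19) and the EMT regulator SNAI1 (1.39 ± 0.43) did not pass. SMAD7 was among the panel genes, fixed for every comparison, that passed. MMP2 and SNAI2 stayed at 2 counts or fewer in both groups, which allows no fold.

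In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p at 0.5 h was 9.12e-12 for JUNB, 3.34e-10 for GADD45B, 2.68e-05 for SMAD7, 7.87e-05 for CXCL2, 0.000471 for PLK2, 0.0387 for FOS and 0.0462 for EGR1. Among gene lists, 7 of 21 TGFβ/SMAD targets rose (8 adjusted over the list alone), with a list median of 0.52. One of them was CCN2 (1.34 ± 0.16), a matricellular growth factor. Of 22 immediate early genes 8 rose and 2 fell (13 and 3 adjusted over the list alone, median 0.71). ZFP36, a mRNA-decay factor, was up 2.10 ± 0.20 and the stress factor ATF3 up 2.30 ± 0.30, against FOS and EGR1. Of 7 BMP/ID targets 2 rose (4 adjusted over the list alone, median 0.50), with ID1, an inhibitor of differentiation factors, at 1.02 ± 0.15. Notch genes had 2 of 11 higher (3 adjusted over the list alone, median 0.19). CDK inhibitors and p53 targets had 1 of 18 higher (2 adjusted over the list alone, median 0.04). The other 5 BMP/ID, 9 Notch and 17 CDK inhibitor and p53 members did not pass, so a rise across any of these groups is not shown. Lists were tested one by one, so a gene in more than 1 list counts in each. By limma's camera with Benjamini-Hochberg adjustment over 28 lists, 13 lists passed. The 5 lists above had adjusted p = 3.97e-61, 2.65e-41, 6.26e-13, 8.81e-13 and 0.00033 by this test. With an estimated correlation in camera these 5 passed again (Benjamini-Hochberg adjusted p = 0.000173, 0.000173, 0.0023, 0.00308 and 0.0285) and the other 8 did not. For those the adjusted p with an estimated correlation, by camera with Benjamini-Hochberg adjustment, was 0.47 for G2/M genes (median -0.11), 0.305 for the nuclear-encoded respiratory chain (-0.11), 0.21 for lung lineage genes (-0.24) and 0.687 for ribosomal proteins (-0.07). By the same test it was 0.304 for matrix genes (0.06), 0.232 for hypoxia genes (0.04), 0.3 for cholesterol synthesis (0.13) and 0.3 for epithelial markers (0.17). The count of 46 fell to 23 without 0 h replicate 1 (which also left 8 lists) and 29 without 0 h replicate 2, and the calls of FOS (either 0 h library, 0.5 h replicate 1, 12 h replicate 1 or 24 h replicate 1) and EGR1 (any library left out but 0.5 h replicate 2 and either 24 h library) rested on single libraries. Neither FOS nor EGR1 passed with the replicate number as a block. With only cells of at least 3000 genes and at most 20% mitochondrial UMIs, which leaves 132546 to 850496 protein-coding UMIs per library, 13 genes passed and SMAD7, CXCL2, CCN2 and ID1 did not, and against a 1.5-fold change 21 passed and PLK2, ID1, FOS and EGR1 did not.

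The 12 h comparison asks when the EMT program itself appears in the transcriptome. COL1A1, the main chain of type I collagen, rose from 1.14 ± 0.443 to 97.2 ± 4.83 CPM (log2 6.38 ± 0.53, n = 2 libraries per time point). The cytokine IL11 rose by 6.10 ± 0.31, the growth factor PDGFB by 5.66 ± 0.32 and the metalloproteinase ADAM19 by 5.10 ± 0.24. The lipase inhibitor ANGPTL4 rose by 4.64 ± 0.25, PLEK2, a pleckstrin family protein, by 4.39 ± 0.25, the fibrillar collagen chain COL5A1 by 4.28 ± 0.34 and the ephrin EFNA1 by 3.95 ± 0.43. At the other end the EGF receptor ligands AREG and EREG changed by -3.68 ± 0.26 and -3.62 ± 0.24, and the inhibin subunit INHBB by -3.58 ± 0.22. The orphan receptor NR0B1 changed by -3.36 ± 0.29, the stress cytokine GDF15 by -3.32 ± 0.35, the fatty acid hydroxylase FA2H by -3.27 ± 0.23 and the caveolar protein CAVIN2 by -3.22 ± 0.27. The retinol dehydrogenase RDH10 (-3.09 ± 0.23), the cytochrome CYP1B1 (-2.63 ± 0.23) and TRIML2 (-2.52 ± 0.25) fell as well. The cadherins moved in opposite directions, E-cadherin (CDH1) from 35.9 ± 4.55 to 8.01 ± 0.923 CPM and N-cadherin (CDH2) from 8.21 ± 2.31 to 32.4 ± 2.53 CPM. VIM rose by 0.68 ± 0.17, FN1 by 0.84 ± 0.18, SNAI1 by 2.23 ± 0.39 and its fellow EMT regulator ZEB1 by 0.71 ± 0.23. PMEPA1, a TGFβ feedback gene, rose by 3.76 ± 0.18, and the matrix protein TGFBI by 2.24 ± 0.16. SNAI2 was 10.1 (95% counting interval 2.48 to 88.7) times its 0 h level, and MMP2, a gelatinase at 0 counts at 0 h, was at least 5.51-fold higher. The receptor-activated SMAD gene SMAD3 (-0.29 ± 0.15), the keratin KRT18 (0.02 ± 0.31), the surface marker EPCAM (0.58 ± 0.42) and the proliferation marker MKI67 (0.12 ± 0.22) did not pass.

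By 12 h, 1495 of 10465 genes had changed, 885 higher and 610 lower. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 4.15e-06 for COL1A1, 1.05e-09 for AREG, 0.000101 for CDH1, 5.25e-06 for CDH2, 0.00769 for VIM, 0.00258 for FN1, 0.000278 for SNAI1 and 0.0365 for ZEB1. Of 21 TGFβ/SMAD targets 18 rose (19 adjusted over the list alone, median 1.89), with the receptor TGFBR1 at 2.53 ± 0.17 and JUNB at 3.60 ± 0.18. Of 33 matrix genes 19 rose and 2 fell (20 and 2 adjusted over the list alone, median 1.25), with the prolyl hydroxylase P4HA3 at 3.48 ± 0.23. Of 15 collagens 9 rose and 1 fell (10 and 1 adjusted over the list alone, median 1.68), with the basement membrane chains COL4A1 and COL4A2 at 3.92 ± 0.21 and 2.77 ± 0.22. Of 31 actin and focal adhesion genes 16 rose and 1 fell (18 and 1 adjusted over the list alone), with the PDZ and LIM protein PDLIM7 at 2.85 ± 0.23 and the cross-linker ACTN1 at 1.39 ± 0.18. Integrins (8 of 12 rose, 10 adjusted over the list alone) included the fibronectin receptor subunit ITGA5 (2.57 ± 0.24). EMT transcription factors (6 of 13 rose, 9 higher and 1 lower adjusted over the list alone) included ETS2 (2.35 ± 0.18) and SOX4 (1.97 ± 0.17). Mesenchymal markers were higher as a group (10 of 18 rose and 1 fell, 10 and 1 adjusted over the list alone), with the ecto-nucleotidase NT5E at 1.84 ± 0.18 and the proteoglycan VCAN at 1.63 ± 0.19. So were immediate early genes (13 of 22 rose and 3 fell, 13 and 4 adjusted over the list alone). NRF2 targets, which serve antioxidant and detoxifying metabolism, went down, with 16 of 29 lower and 1 higher (19 and 1 adjusted over the list alone, median -0.56). The glutathione enzyme GCLC changed by -2.07 ± 0.17 and the exporter ABCC2 by -1.73 ± 0.15, and the aldo-keto reductase AKR1B10 fell from 6942 ± 398 to 2438 ± 168 CPM. By camera with Benjamini-Hochberg adjustment these 9 lists had adjusted p from 4.64e-44 (TGFβ/SMAD targets) to 1.86e-05 (EMT transcription factors), and all 9 passed with an estimated correlation. Ribosomal proteins (0 of 76 higher, median -0.24) and the respiratory chain (1 of 44 lower, median -0.23) passed camera only as preset. With an estimated correlation camera's Benjamini-Hochberg adjusted p was 0.689 and 0.471. By fry with Benjamini-Hochberg adjustment the adjusted p was 0.229 and 0.0257, so the respiratory chain passed fry. Interferon genes, NF-κB and cytokine genes and CDK inhibitors and p53 targets did not pass camera. They passed fry with Benjamini-Hochberg adjustment (adjusted p = 0.000724, 0.00232 and 0.00535). Of 21 epithelial markers 3 rose and 5 fell (4 and 6 adjusted over the list alone), and the list did not pass (camera with Benjamini-Hochberg adjustment, adjusted p = 0.981). Among them the tight junction gene CLDN4 was 49.0 (95% counting interval 16.5 to 240.2) times its 0 h level. JUP, the junction protein plakoglobin, rose by 1.39 ± 0.21, while KRT19, a simple-epithelium keratin, changed by -1.54 ± 0.31. The count of 1495 was 917, 990 and 940 without 0 h replicate 1, 0 h replicate 2 and 12 h replicate 1, and single libraries ended the calls of VIM (0 h replicate 1 or 12 h replicate 2), ZEB1 (either 0 h replicate or 12 h replicate 1) and SNAI2 (either 0 h replicate or 12 h replicate 2). Under the stricter limits on cells 302 genes passed, ending the calls of AREG, GDF15, CYP1B1, CDH2, FN1 and KRT19, against a 1.5-fold change 543, ending those of FN1, VIM and ZEB1, with library sums thinned to the smallest 986, ending those of ZEB1 and MMP2, and DESeq2 called neither ZEB1 nor SNAI2.

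Set against 0.5 h rather than 0 h, 12 h shows which changes came after the immediate response. The genes named here were also named against 0 h. COL1A1 rose by 6.11 ± 0.51, PLEK2 by 4.38 ± 0.25, ADAM19 by 4.34 ± 0.22 and IL11 by 4.07 ± 0.25 (log2, n = 2 libraries per time point). INHBB changed by -3.76 ± 0.22, EREG by -3.51 ± 0.24, AREG by -3.48 ± 0.26, FA2H by -3.34 ± 0.23 and NR0B1 by -3.12 ± 0.29. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment found 1259 genes changed, 744 higher and 515 lower, with an adjusted p of 2.12e-12 for ADAM19, 2.12e-11 for INHBB and 5.01e-06 for COL1A1. Without 0.5 h replicate 1 the count was 752, without 12 h replicate 1 760, with the library sums thinned to the smallest 812, and against a 1.5-fold change 500. The stricter limits on cells left 252 genes, without AREG.

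**Figure D2:**
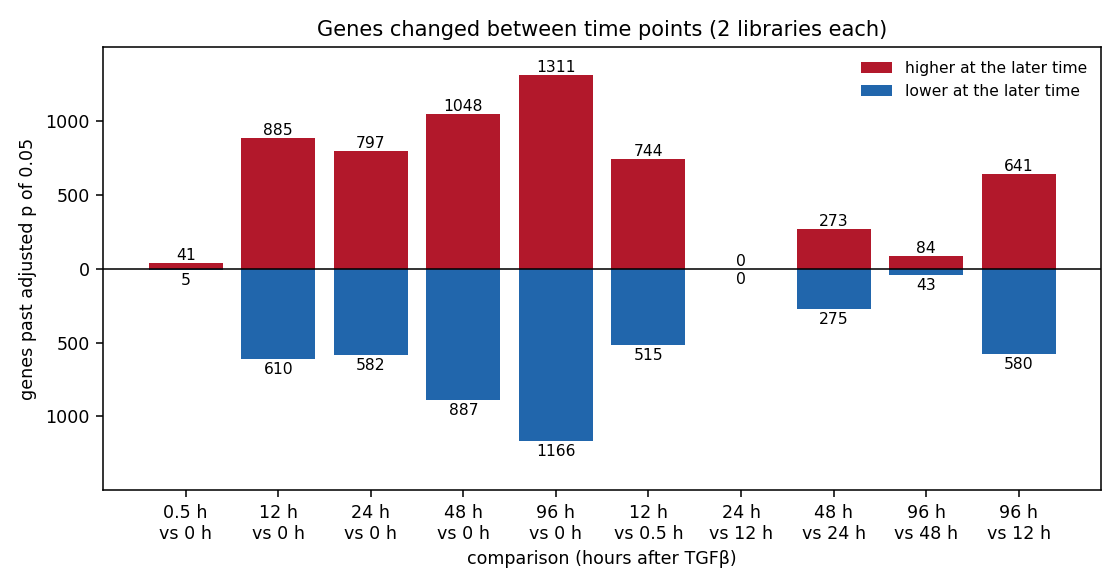
Number of genes past an adjusted p of 0.05 in each comparison (bars above 0 for genes higher at the later time, bars below 0 for genes lower), with each time point against 0 h, each against the time point before it, and 96 h against 12 h. Against 0 h, 46 genes passed at 0.5 h, 1495 at 12 h and 1379 at 24 h. At 48 h 1935 passed and at 96 h 2477, and none passed for 24 h against 12 h.

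The comparison of 24 h with 0 h asks how far expression had moved after a full day. TNFAIP6, a hyaluronan-binding protein, rose from 0.555 ± 0.376 to 67.1 ± 12.1 CPM (log2 6.81 ± 0.39, n = 2 libraries per time point). COL1A1 rose by 6.54 ± 0.53, IL11 by 6.34 ± 0.31 and ADAM19 by 5.08 ± 0.24. GDF15 changed by -3.97 ± 0.38, CAVIN2 by -3.96 ± 0.30, FA2H by -3.92 ± 0.25, INHBB by -3.75 ± 0.23 and AREG by -3.32 ± 0.26. CDH1 was at 3.72 ± 3.17 CPM (-3.11 ± 0.38) and CDH2 at 30.4 ± 2.11 CPM (1.90 ± 0.26). VIM rose by 1.09 ± 0.17, SNAI1 by 2.96 ± 0.38 and ZEB1 by 0.89 ± 0.23, and SMAD3 changed by -0.53 ± 0.15. FN1 (0.41 ± 0.19), KRT18 (0.07 ± 0.31), MKI67 (-0.09 ± 0.22) and EPCAM (-0.22 ± 0.46) did not pass. SNAI2 was 11.1 (95% counting interval 2.72 to 97.2) times its 0 h level and MMP2 at least 12.4-fold higher. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1379 genes changed, 797 higher and 582 lower (adjusted p = 4.94e-12 for TNFAIP6, 5.3e-06 for CDH1, 5.9e-05 for VIM, 0.0185 for SMAD3). Higher groups were TGFβ/SMAD targets (16 of 21 rose), matrix genes (18 rose and 1 fell of 33), collagens (10 and 1 of 15) and actin and focal adhesion genes (20 and 1 of 31). Adjusted over the list alone, 18, 18, 10 and 24 of these rose. Mesenchymal markers (10 rose and 1 fell of 18), integrins (7 and 1 of 12), EMT transcription factors (6 of 13 rose) and immediate early genes (10 and 4 of 22) were higher too, with 10, 10, 6 and 13 higher adjusted over the list alone. Of 29 NRF2 targets 20 fell and 1 rose (22 and 1 adjusted over the list alone). By camera with Benjamini-Hochberg adjustment these 9 lists passed with either correlation, from adjusted p = 3.44e-44 for TGFβ/SMAD targets to 0.00026 for immediate early genes. Epithelial markers (7 of 21 lower, 3 higher, 8 and 3 adjusted over the list alone, with the epithelial factor ELF3 at -2.79 ± 0.25) lost their call in camera with Benjamini-Hochberg adjustment, at adjusted p = 0.116 with an estimated correlation. The integrin median was 1.60, and 1.43 with the member at 0 counts set to its bound. The count was 858 without 0 h replicate 1, and single libraries ended the calls of ZEB1 (0 h replicate 2 or 24 h replicate 2), SMAD3 (either 0 h replicate or 24 h replicate 2) and SNAI2 (either 0 h library, and DESeq2). Under the stricter limits on cells 246 genes passed, ending the calls of TNFAIP6, COL1A1, GDF15, AREG, CDH2 and SMAD3, and against a 1.5-fold change 591, ending those of ZEB1 and SMAD3, which thinning also ended.

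Between 12 h and 24 h no gene passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest adjusted p was 0.115 and 572 genes had an unadjusted p under 0.05. DESeq2 called 2 genes, with 312 at an unadjusted p under 0.05. COL1A1 stood at 97.2 ± 4.83 and 108 ± 34.0 CPM at these times, CDH1 at 8.01 ± 0.923 and 3.72 ± 3.17 CPM, and VIM at 1914 ± 347 and 2546 ± 329 CPM. Leaving out single libraries gave up to 3 genes (1 without 12 h replicate 1, 3 without 12 h replicate 2, and 2 without 24 h replicate 1, 48 h replicate 1 or 48 h replicate 2), and 31 passed without a filter on low counts. With the replicate number, which stands for the barcode set, as a block, 21 passed.

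The 48 h comparison with 0 h asks what had been added by the second day. AGR2, a disulfide isomerase of mucus-secreting cells, fell from 400 ± 53 to 1.59 ± 1.53 CPM (log2 -7.75 ± 0.31, n = 2 libraries per time point). The glutathione peroxidase GPX2 changed by -6.09 ± 0.27, the aldehyde dehydrogenase ALDH3A1 by -5.90 ± 0.26 and FA2H by -5.64 ± 0.34. CEACAM6, a carcinoembryonic adhesion molecule, was 317 (95% counting interval 87.6 to 2625) times lower. COL1A1 reached 309 ± 122 CPM (8.06 ± 0.50), IL11 rose by 7.58 ± 0.31, the neuronal pentraxin NPTX1 by 7.17 ± 0.47 and TNFAIP6 by 6.51 ± 0.40. CDH2 rose by 3.02 ± 0.26, SNAI1 by 3.16 ± 0.38, VIM by 1.12 ± 0.17 and TGFBI by 3.26 ± 0.17, and CDH1, SMAD3 and KRT18 changed by -3.31 ± 0.42, -1.84 ± 0.17 and -1.37 ± 0.31. MMP2 was at least 68.7-fold higher and SNAI2 10.1 (95% counting interval 2.32 to 91.5) times its 0 h level. FN1 (-0.10 ± 0.19), ZEB1 (0.27 ± 0.25), MKI67 (-0.14 ± 0.22) and EPCAM (0.59 ± 0.45) did not pass. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 1935 genes, 1048 higher and 887 lower (adjusted p = 1.42e-14 for AGR2, 2.16e-07 for COL1A1, 3.2e-09 for CDH2, 8.43e-09 for SMAD3, 0.0111 for KRT18). Of 12 lung lineage genes 8 fell and 2 rose (8 and 2 adjusted over the list alone, median -1.98). Among them the fibrinogen chain FGA was at least 49.7-fold lower while the hepatocyte factor HNF4A rose by 2.22 ± 0.18. Of 21 epithelial markers 10 fell and 2 rose (11 and 2 adjusted over the list alone, median -1.04). NF-κB and cytokine genes were lower as well (8 of 19 fell and 3 rose, 10 and 3 adjusted over the list alone, median -0.80), with the chemokine CXCL5 at -3.38 ± 0.21. By camera with Benjamini-Hochberg adjustment these 3 lists had adjusted p = 2.07e-07, 9.57e-05 and 0.00263, and adjusted p = 0.00473, 0.025 and 0.0312 with an estimated correlation. In all, 15 lists passed, 11 of them also with an estimated correlation. Among the 11 were TGFβ/SMAD targets (16 of 21 rose), matrix genes (20 of 33) and collagens (10 of 15, COL4A1 at 4.41 ± 0.21), with 17, 20 and 11 higher adjusted over the list alone. Of 29 NRF2 targets 22 fell and 2 rose (25 and 2 adjusted over the list alone, median -1.03), with AKR1B10 at 1052 ± 23.3 CPM. The calls lost with an estimated correlation in camera with Benjamini-Hochberg adjustment were integrins (7 rose and 3 fell of 12, adjusted p = 0.135), ribosomal proteins (4 of 76 rose, adjusted p = 0.841), keratins (5 of 7 fell and 1 rose, adjusted p = 0.135) and interferon genes (3 of 13 fell, adjusted p = 0.112). The count was 1248 without 0 h replicate 1, and the call of SNAI2 was lost without either 0 h replicate or 48 h replicate 1 and with DESeq2. Under the stricter limits on cells 428 genes passed and TNFAIP6 and KRT18 did not, and against a 1.5-fold change 850 passed and KRT18 did not.

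The step from 24 h to 48 h was among the comparisons of each time with the one before it. Large falls were seen in AGR2 (log2 -5.70 ± 0.33, n = 2 libraries per time point), GPX2 (-4.67 ± 0.28), ALDH3A1 (-4.54 ± 0.25) and the tetraspanin-like TM4SF4 (-4.37 ± 0.31), and CEACAM6 was 141 (95% counting interval 38.7 to 1166) times lower. NPTX1 rose by 3.19 ± 0.33, the proteoglycan SPOCK1 by 2.02 ± 0.20 and the secretory GTPase RAB3B by 1.98 ± 0.18. The lysosomal cholesterol carrier NPC2 rose from 253 ± 27.9 to 902 ± 14.9 CPM (1.83 ± 0.18). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 548 genes changed, 273 higher and 275 lower (adjusted p = 8.21e-11 for AGR2, 1.01e-07 for RAB3B). The count was 269 without 24 h replicate 1, 307 without 48 h replicate 2, 289 with only the 4 libraries compared, 354 with library sums thinned to the smallest and 823 with the replicate number as a block. The stricter limits on cells left 63 genes, without SPOCK1, and 124 passed against a 1.5-fold change.

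**Figure D3:**
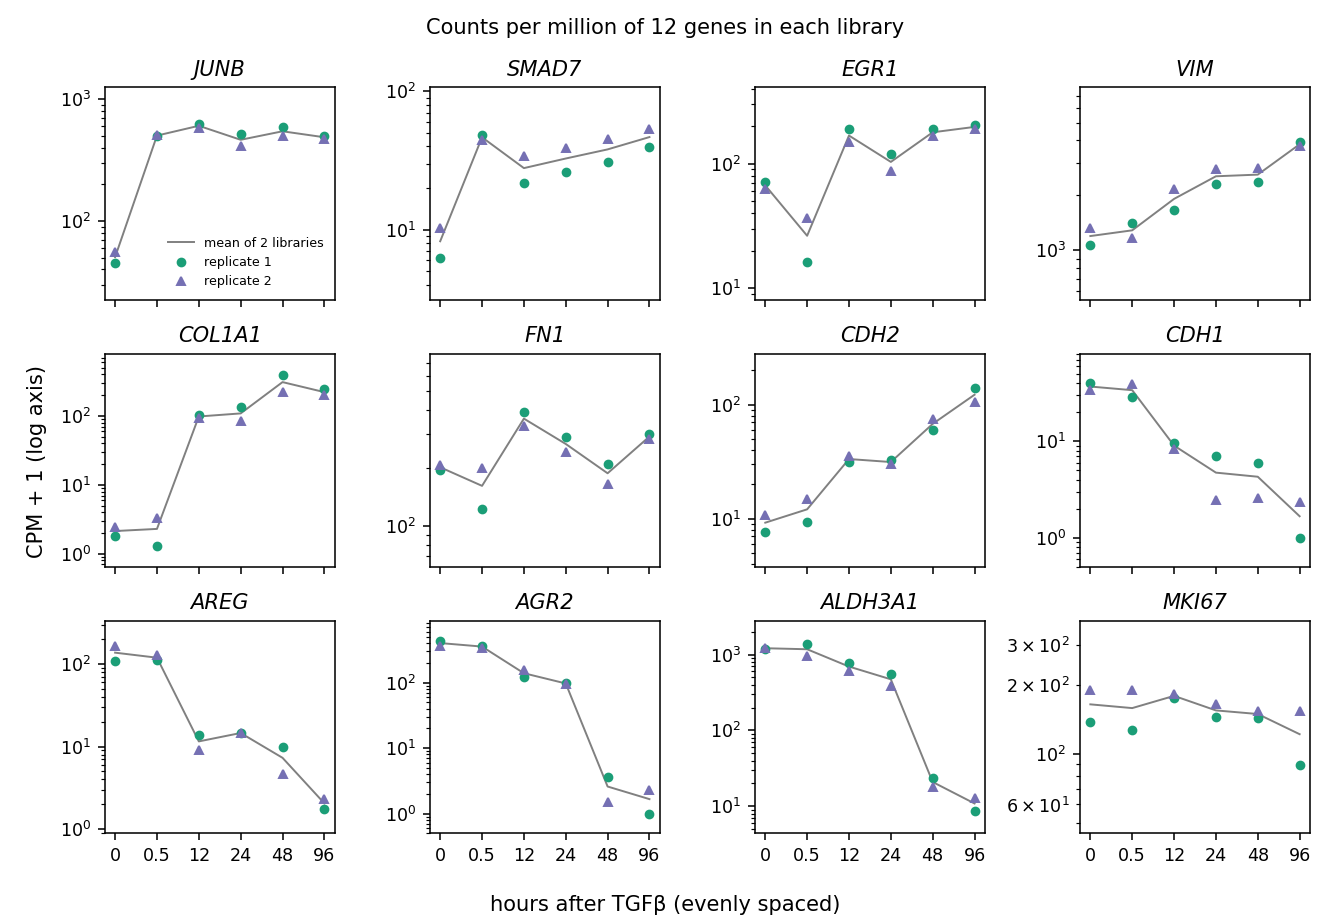
Level of 12 genes at each harvest as CPM + 1 on a log axis, with evenly spaced times, one point per library and a line through the means of 2 libraries. COL1A1 goes from 1.14 CPM at 0 h to 97.2 CPM at 12 h and 221 CPM at 96 h, while CDH1 goes from 35.9 CPM to 0.666 CPM at 96 h.

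At 96 h, the last harvest, the comparison with 0 h asks what the end state of the exposure looked like. COL1A1 stood at 221 ± 32.3 CPM (log2 7.56 ± 0.51, n = 2 libraries per time point), SPOCK1 rose by 7.24 ± 0.32, NPTX1 by 7.46 ± 0.47 and IL11 by 7.26 ± 0.31. TNFAIP6 rose by 6.91 ± 0.40, the activin subunit INHBA by 6.21 ± 0.85 and COL5A1 by 5.83 ± 0.33. The cornified envelope gene LCE3D was 1619 (95% counting interval 289.5 to 64030) times higher. SLN, the sarcoplasmic calcium pump regulator sarcolipin, was at least 122-fold higher against 0 counts at 0 h. Among lower genes ALDH3A1 changed by -6.91 ± 0.30 and the WNT antagonist DKK1 by -6.19 ± 0.27, and CEACAM6 and INHBB were at least 119.7-fold and at least 109.5-fold lower. At 1 to 3 remaining counts, the matrilysin MMP7 was 859.5 (95% counting interval 154 to 33960) times, GPX2 741 (133 to 29300) times, AGR2 559 (155 to 4618) times and FA2H 174 (31.1 to 6895) times lower. By the same measure AREG was 126 (43.0 to 612) times, the neuropeptide neurotensin (NTS) 72.2 (19.8 to 598) times and CDH1 50.2 (13.8 to 417) times lower. CDH2 rose from 8.21 ± 2.31 to 122 ± 24.0 CPM (3.88 ± 0.25), VIM by 1.67 ± 0.17 and SNAI1 by 3.50 ± 0.39. SMAD7 rose by 2.67 ± 0.33, PMEPA1 by 3.79 ± 0.18, TGFBI by 3.32 ± 0.17 and FN1 by 0.53 ± 0.19, and MMP2 was at least 84.1-fold higher. SMAD3 and KRT18 changed by -2.48 ± 0.19 and -1.63 ± 0.32. ZEB1 (0.11 ± 0.28) and MKI67 (-0.43 ± 0.23) did not pass, nor did EPCAM, 3.53 (95% counting interval 1.09 to 18.2) times lower at 3 counts, or SNAI2, 2.55 (95% counting interval 0.185 to 35.2) times higher.

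At the last harvest 2477 genes differed from 0 h, 1311 higher and 1166 lower. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 2.46e-14 for SPOCK1, 3.07e-11 for CDH2, 8.67e-08 for VIM, 4.11e-10 for SMAD3, 0.000263 for INHBA, 0.00377 for KRT18 and 0.045 for FN1. Of 33 matrix genes 23 rose and 1 fell (26 and 1 adjusted over the list alone, median 1.79), with thrombospondin THBS1 at 3.76 ± 0.18. Of 18 mesenchymal markers 15 rose and 2 fell (16 and 2 adjusted over the list alone, median 2.05), and of 15 collagens 10 rose (12 adjusted over the list alone, median 2.17). Of 29 NRF2 targets 24 fell and 2 rose (25 and 2 adjusted over the list alone, median -1.36), with AKR1B10 at 532 ± 51.1 CPM. Of 12 lung lineage genes 7 fell and 2 rose (7 and 2 adjusted over the list alone, median -2.44), with the urea cycle enzyme CPS1 at -2.79 ± 0.29. Epithelial markers (10 fell and 1 rose of 21, 12 and 4 adjusted over the list alone, median -1.49) and keratins (5 of 7 fell, 5 lower and 1 higher adjusted over the list alone, median -0.90) were low, with KRT8 at -0.90 ± 0.16. Some groups that had not passed camera at 12 h against 0 h passed it as higher at 96 h against 0 h. In the direct comparison of 96 h with 12 h, cholesterol synthesis and hypoxia genes passed by camera. CDK inhibitors and p53 targets did not (camera with Benjamini-Hochberg adjustment, adjusted p = 0.112), but passed by fry (Benjamini-Hochberg adjustment, adjusted p = 0.0046). For them a rise after 12 h depends on the test and is not shown. Of 23 cholesterol synthesis genes 13 rose and 1 fell (15 and 2 adjusted over the list alone, median 1.03), with the sterol sensor INSIG1 at 2.04 ± 0.17 and the squalene epoxidase SQLE at 1.35 ± 0.18. Of 15 hypoxia genes 7 rose and 1 fell (9 and 2 adjusted over the list alone, median 1.09), with the mitophagy receptor BNIP3L at 1.55 ± 0.18. Of 18 CDK inhibitors and p53 targets 7 rose and 1 fell (7 and 1 adjusted over the list alone, median 0.55), with the oxidoreductase TP53I3 at 2.56 ± 0.30. By limma's camera with Benjamini-Hochberg adjustment, 17 lists passed and 15 also with an estimated correlation, where the adjusted p was 0.00146 for matrix genes, 0.000909 for NRF2 targets, 0.0109 for lung lineage genes, 0.0242 for epithelial markers, 0.0264 for cholesterol synthesis, 0.032 for hypoxia genes, 0.0497 for keratins and 0.0497 for CDK inhibitors and p53 targets. Of 51 G2/M genes 15 fell (17 lower and 1 higher adjusted over the list alone, median -0.39), with the centrosomal kinases NEK2 and AURKA at -1.92 ± 0.29 and -1.34 ± 0.21 and ECT2 at -1.32 ± 0.20. They passed camera only as preset, with Benjamini-Hochberg adjustment at adjusted p = 4.16e-05, against adjusted p = 0.434 with an estimated correlation. So did the respiratory chain (7 of 44 fell and 1 rose), at camera's Benjamini-Hochberg adjusted p = 0.0264 and adjusted p = 0.461 with an estimated correlation. By fry with Benjamini-Hochberg adjustment G2/M genes and the respiratory chain passed (adjusted p = 0.0450 and 0.0293). The 13 mitochondrially encoded genes did not pass (0 lower, median -0.30, limma's camera adjusted p = 0.128 with Benjamini-Hochberg adjustment). The median kept cell had 25.0% and 23.6% of its UMIs in mitochondrially encoded transcripts in the 0 h libraries and 20.6% and 21.1% in those of 96 h. The count of 2477 was 1621 without 0 h replicate 1, 1615 without 96 h replicate 1 and 1490 without 96 h replicate 2, and the call of FN1 was lost without either 0 h library, either 96 h library or 12 h replicate 1, and with other size factors or DESeq2. With the replicate number as a block MKI67 passed. Under the stricter limits on cells 630 genes passed and AREG, SMAD7, FN1 and AURKA did not, and against a 1.5-fold change 1090 passed and FN1 and KRT8 did not.

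The remaining lists did not pass at 96 h by limma's camera with Benjamini-Hochberg adjustment. Interferon genes had 2 higher and 5 lower of 13 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.0608). Among them the membrane restriction factor IFITM2 was at -2.73 ± 0.22. Ribosomal proteins had 9 higher of 76 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.0959), with RPL28 at 1.44 ± 0.20. Unfolded protein response genes had 5 higher of 20 and glycolysis 2 higher and 1 lower of 16 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.128 and 0.327). Heat shock and dissociation stress had 2 higher and 4 lower of 11 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.327), with the small chaperone HSPB1 at 1.05 ± 0.20 and HSP90AA1 at -0.71 ± 0.15. G1/S genes had 3 lower of 37, and BMP/ID targets 2 higher and 1 lower of 7 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.178 and 0.339), with the receptor BMPR2 at 2.14 ± 0.20. WNT genes had 4 higher and 3 lower of 12, and Notch genes 3 higher and 1 lower of 11 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.455 and 0.546). DKK3 was at 2.12 ± 0.28, against the fall of DKK1, and the Notch ligand JAG1 at 1.37 ± 0.20. NF-κB and cytokine genes had 5 higher and 5 lower of 19 (limma's camera with Benjamini-Hochberg adjustment, adjusted p = 0.898), with the apoptosis inhibitor BIRC3 at -2.40 ± 0.25. Markers of other cell types were followed in the same libraries and not tested as sets. The endothelial adhesion gene ESAM was at 4.61 ± 1.61 CPM at 0 h, 47.8 ± 2.98 at 12 h and 6.99 ± 3.29 at 96 h. The monocyte marker CD14 was at 8.19 ± 1.52 CPM at 0 h and 22.8 (95% counting interval 3.92 to 914) times lower at 96 h. The fibroblast markers LUM and FBLN1 were at 2.94 ± 1.34 and 31.7 ± 4.13 CPM at 96 h against 0.137 ± 0.194 and 21.9 ± 4.71 CPM at 0 h, and LUM lost its call without any 1 of the 4 libraries. Where a list's median, mean and test differed in sign, the list had not passed camera. This held for NF-κB genes at 0.5 h, 4 lists at 12 h (G2/M, hypoxia, Notch, WNT), 5 at 24 h (BMP/ID, keratins, CDK inhibitors, mitochondrially encoded genes, WNT) and 8 at 48 h (BMP/ID, G1/S, G2/M, cholesterol synthesis, hypoxia, heat shock, Notch, WNT). It also held for 2 at 96 h (Notch, WNT) and 5 for 96 h against 12 h (EMT transcription factors, G1/S, interferon, respiratory chain, WNT). With genes at 0 counts set to their bound, no list that passed changed the sign of its median.

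**Figure D4:**
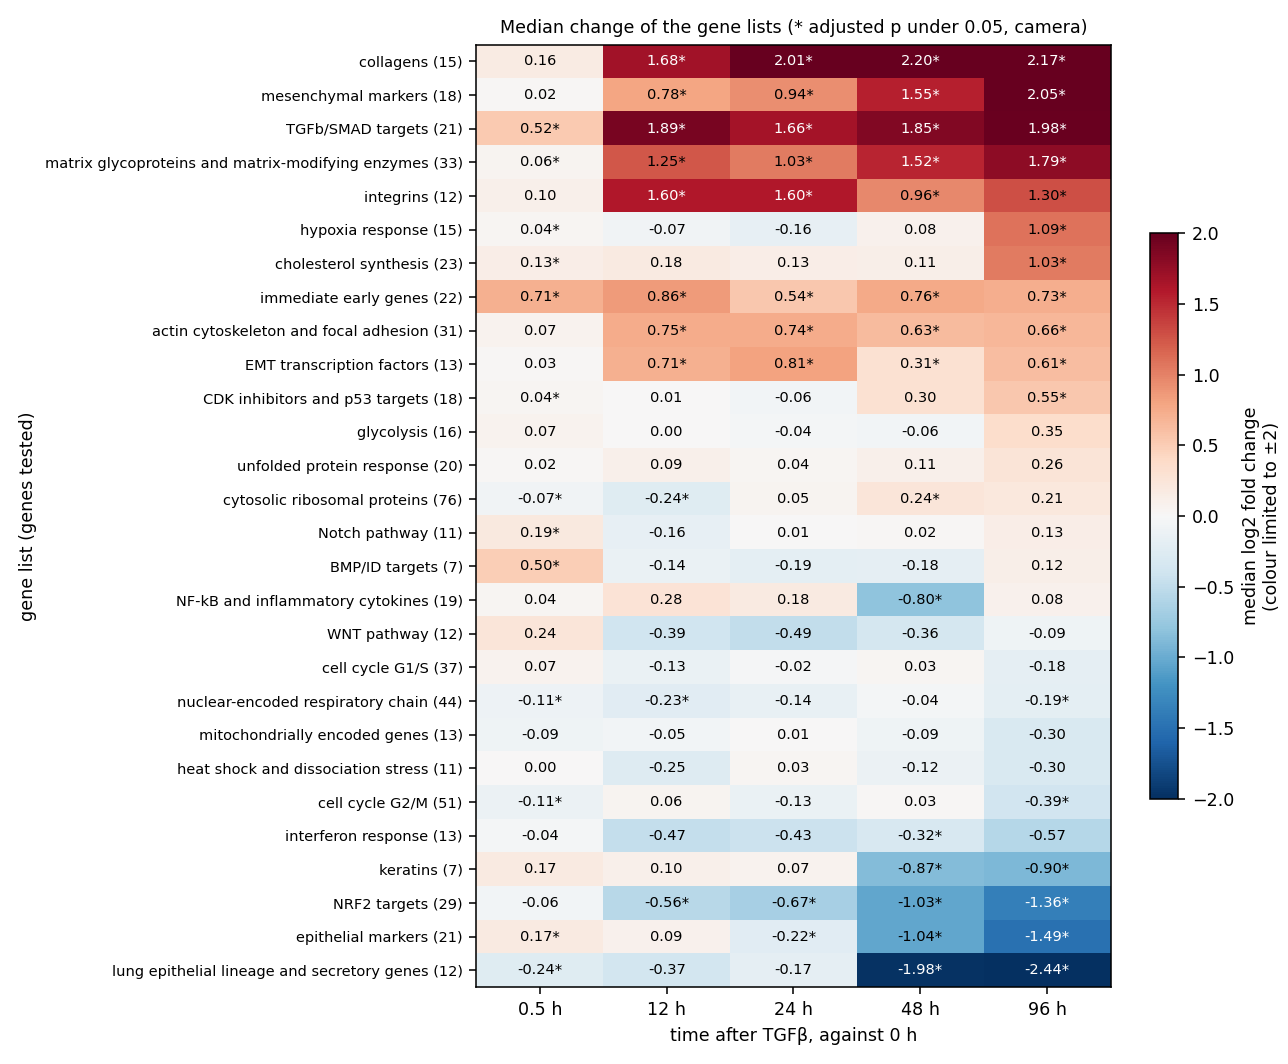
Median log2 change of the members of each gene list at each later time against 0 h, in color (limited to 2 log2 units either way) and as printed values, with a star where the list passed the camera test. At 96 h collagens (2.17), mesenchymal markers (2.05), TGFβ/SMAD targets (1.98) and matrix genes (1.79) stand at the high end and lung lineage genes (-2.44) and epithelial markers (-1.49) at the low end, and no scaling turned these directions.

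The last step ran from 48 h to 96 h. LCE3D rose from 10.1 ± 1.84 to 222 ± 105 CPM (log2 4.43 ± 0.34, n = 2 libraries per time point), CYP1B1 by 1.97 ± 0.26 and the growth factor carrier IGFBP3 by 1.85 ± 0.19. The sterol enzyme MSMO1 rose from 75.3 ± 0.786 to 213 ± 39.2 CPM and the glycoprotein hormone STC1 by 1.40 ± 0.27. The carboxypeptidase inhibitor LXN changed by -1.79 ± 0.28, the apolipoprotein APOC1 by -1.33 ± 0.25, JUP by -1.25 ± 0.24, the chondrocyte-associated SNORC by -1.14 ± 0.25 and the receptor phosphatase PTPRJ by -1.14 ± 0.25. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment called 127 genes, 84 higher and 43 lower (adjusted p = 5.28e-06 for LCE3D, 6.54e-06 for IGFBP3, 0.000886 for LXN). The count was 32 without 96 h replicate 1, 35 without 96 h replicate 2, 40 with only the 4 libraries compared, 258 without a filter on low counts, 237 with the replicate number as a block, 29 under the stricter limits on cells (without CYP1B1, MSMO1, LXN, APOC1, JUP and SNORC) and 13 against a 1.5-fold change. Calls rested on single libraries for STC1 (lost without either 48 h or either 96 h library), APOC1 (48 h replicate 2 or either 96 h library), JUP (48 h replicate 1 or either 96 h library), SNORC (48 h replicate 2 or 96 h replicate 1), PTPRJ (48 h replicate 1 or 96 h replicate 2) and LXN (96 h replicate 2).

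Set against 12 h, 96 h separates what had already been reached from what came later. NPTX1 rose from 10.7 ± 7.18 to 305 ± 19.3 CPM (log2 4.83 ± 0.36, n = 2 libraries per time point), LCE3D by 5.88 ± 0.37, SLN by 3.81 ± 0.31, SPOCK1 by 3.19 ± 0.21 and INHBA by 3.30 ± 0.62. TNS4, a focal adhesion protein that had been at 77.6 ± 19.5 CPM, was at least 72.3-fold lower, CEACAM6 at least 65.8-fold and the protease inhibitor SLPI at least 51.3-fold. GPX2 and MMP7 were 482 (95% counting interval 86.4 to 19070) and 473 (84.8 to 18700) times lower. CDH2 rose by 1.90 ± 0.21 and SNAI1 by 1.27 ± 0.31, and KRT18 changed by -1.65 ± 0.32. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1221 genes changed, 641 higher and 580 lower (adjusted p = 2.63e-06 for NPTX1, 0.00522 for INHBA, 1.11e-06 for CDH2, 0.00853 for SNAI1, 0.00717 for KRT18). Of 21 epithelial markers 11 fell and 1 rose (11 and 1 adjusted over the list alone, median -1.74), with JUP at -2.62 ± 0.24. Of 12 lung lineage genes 9 fell (9 lower and 1 higher adjusted over the list alone), with a median of -2.50, and of -2.46 with the members at 0 counts at their bound. Keratins (5 of 7 fell, 6 adjusted over the list alone, KRT80 at -3.31 ± 0.30) and NRF2 targets (14 fell and 1 rose of 29, 16 and 1 adjusted over the list alone) were lower. Mesenchymal markers were higher (11 rose and 1 fell of 18, 15 and 1 adjusted over the list alone), as was cholesterol synthesis (9 of 23 rose, 15 adjusted over the list alone), with the isomerase gene IDI1 at 1.13 ± 0.20. Hypoxia genes (8 rose and 1 fell of 15), matrix genes (15 rose and 1 fell of 33) and collagens (6 of 15 rose) were higher too, with 9, 21 and 6 higher adjusted over the list alone. By camera with Benjamini-Hochberg adjustment these 9 lists passed with either correlation (adjusted p = 0.00971 for epithelial markers, 0.0056 for mesenchymal markers and 0.0239 for cholesterol synthesis with an estimated correlation). Ribosomal proteins (21 of 76 rose) and G2/M genes (13 of 51 fell) lost their calls in camera with Benjamini-Hochberg adjustment, each at adjusted p = 0.344 with an estimated correlation. The count was 608 without 12 h replicate 1, 686 without 96 h replicate 1, 513 without 96 h replicate 2 and 800 with every cell thinned to 12500 UMIs, and the calls of SNAI1 (12 h replicate 1 or 96 h replicate 2, or library sums thinned to the smallest), KRT18 (12 h replicate 2) and INHBA (the same thinning, or only the 4 libraries compared) were lost. The stricter limits on cells left 269 genes, without CDH2, and 391 passed against a 1.5-fold change.

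The share of cells holding at least 1 UMI of a panel gene shows in how many cells the gene was detected. This share depends on a gene's mean level and on depth, and for CDH1 at 0 h it was 19.7% with cells thinned to 6250 UMIs. No share expected from uniform expression was computed. The shares are therefore not fractions of expressing cells and cannot tell whether a change reached most cells or few. With every cell thinned to 12500 UMIs, 1684 cells were left. CDH1 was seen in 30.9% ± 2.31 of them at 0 h (mean ± SD, n = 2 libraries) and 0.794% ± 1.12 at 96 h, CDH2 in 7.57% ± 1.01 and 65.6% ± 9.77, and COL1A1 in 1.24% ± 0.947 and 67.0% ± 5.02. SMAD3 was seen in 82.6% ± 1.22 at 0 h and 24.3% ± 3.83 at 96 h, and SNAI1 in 4.93% ± 2.93 and 25.1% ± 4.95. Without thinning the shares at 0 h and 96 h were 45.5% and 0.781% for CDH1, 14.0% and 81.4% for CDH2, 2.34% and 80.3% for COL1A1, 92.5% and 39.5% for SMAD3 and 5.90% and 42.1% for SNAI1. In all, 10 of the 17 panel genes differed by at least 20 percentage points between 0 h and 96 h (9 without thinning and 6 with cells thinned to 6250 UMIs). Wells with under 1000 detected genes, at median depths of 496 to 1312 UMIs per well, were taken as a background for these shares. These wells are not an established background, since damaged cells stay open in the replicate 1 libraries. They held CDH1 in 2.91% at 0 h and CDH2 in 13.9%, COL1A1 in 14.4%, SNAI1 in 0.678% and SMAD3 in 1.99% at 96 h. The shares of CDH2, COL1A1, SNAI1 and SMAD3 at 96 h lay above those of the low wells.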

Values the study reported

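The study treated A549 cells with 4 ng/mL TGF-β1 at about 70% confluence, 24 h after seeding. After quality control it kept 1916 cells. Counts per well were bounded at 100 and 40,000 and detected genes at 2000 and 7000, and the mitochondrial share was capped at 35%. The 2000 most variable genes and 20 principal components entered its map of the cells. It described the response at 0.5 h as weak across the genome and placed the change in gene expression at 12 h and later.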

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

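The tests of a medium replacement for the step to 48 h, of heat shock genes, of immediate early genes and of single libraries for the genes changed at 0.5 h, and those on long non-coding RNAs, were chosen after the results were seen, as were the split by replicate number and the use of the spread in reading the mitochondrial share of low wells.

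Data outside the comparisons also carried signal. Long non-coding RNA genes, left out with all genes that are not protein-coding, were tested in the same libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of 712 tested, 130 passed at 96 h against 0 h, 64 higher and 66 lower. The wells with under 1000 detected genes, 2187 in all, held 2.01% to 9.74% of a library's UMIs, the highest share being in 96 h replicate 1. With no control samples for these wells, they were flagged only because they held counts above 0, a bar that any well with a UMI passes.

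No gene passed from 12 h to 24 h, and 548 did from 24 h to 48 h (21 and 823 with the replicate number as a block). The limits on cells stay open as a cause. With the looser limit 612 genes passed, and the median size of change of the 548 was 97.1% of its reported value. That test cannot decide, because the looser set includes the kept cells, which already held most UMIs. In 48 h replicate 1 they held 3445167 of the 4512681 UMIs of all wells, and in 24 h replicate 1 4949776 of 5971186. The stricter limits gave 63, of which 53 were among the 548, and there the choice of cells and the far fewer UMIs left were not separated. Longer time in culture and the replacement of the medium, which the study's methods describe as regular, cannot be told apart from TGFβ, as 0 libraries later than 0 h were untreated or given medium alone.

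At 0.5 h, 46 genes changed, most of them higher. A heat shock response is argued against by a median log2 change of 0.00302 in the heat shock and dissociation list, whose members lay between -0.34 and 0.33. A handling response in genes outside that list, such as the immediate early genes, was not tested and stays open. A single library as the whole source is argued against, since 23 genes passed without 0 h replicate 1, 29 without 0 h replicate 2, and 34 and 35 without 0.5 h replicates 1 and 2, although the first of these is 50% of the reported count. A serum or medium-change response cannot be told apart from TGFβ without a culture given medium alone. The immediate early list went with it, at a median log2 change of 0.71 with 8 of 22 genes higher, while FOS and EGR1 were lower, with calls that were lost without either 0 h library or without 0.5 h replicate 1. A direct response to TGFβ therefore remains a hypothesis.

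Low wells held UMIs in every library. Background shared within the pooled library is a candidate explanation, since the summed profile of the low wells correlated best with the kept cells of their own library in 10 of 12 libraries and with those of their own time point in 12 of 12. The exceptions were 0.5 h replicate 1 and 96 h replicate 2. Damaged cells of the same library would give the same match. The mitochondrial share of low wells less that of the kept cells split by replicate number, which is also the barcode set. In the 6 replicate 2 libraries its median was -1.78 percentage points (SD 1.65, range -5.55 to -0.941), which argues there against damaged cells with a raised mitochondrial share. In the 6 replicate 1 libraries the median was 1.57 (SD 2.17, range -0.457 to 5.23), and such cells stay open, since the SD reaches past the bound of 2 points set for excluding them. No biological explanation was tested.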

How the results depend on the processing

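Both 48 h libraries left out, both 96 h libraries left out, limits on protein-coding counts and edgeR without robust estimation were tests chosen after the results were seen, and for the shifts below the cause was not tested unless one is named. For the comparisons in the order 0.5 h, 12 h, 24 h, 48 h and 96 h against 0 h, 12 h against 0.5 h, 24 h against 12 h, 48 h against 24 h, 96 h against 48 h and 96 h against 12 h, the reported counts of changed genes are 46, 1495, 1379, 1935, 2477, 1259, 0, 548, 127 and 1221. With cells of at least 3000 genes and at most 20% mitochondrial counts, which leaves far fewer UMIs, they were 13, 302, 246, 428, 630, 252, 1, 63, 29 and 269. Against a change of 1.5-fold, a narrower question by construction, they were 21, 543, 591, 850, 1090, 500, 0, 124, 13 and 391. Library sums thinned to the smallest gave 986 for 12 h, 812 for 12 h against 0.5 h, 1 for 24 h against 12 h and 354 for 48 h against 24 h, and equally thinned cells 800 for 96 h against 12 h. Without a filter on low counts 31 genes passed for 24 h against 12 h and 258 for 96 h against 48 h. Only the 4 libraries compared gave 1, 289 and 40 for 24 h against 12 h, 48 h against 24 h and 96 h against 48 h. For 24 h against 12 h the DESeq2 Wald test gave 2, as did both 48 h libraries left out. Every other count under these settings, other size factors, the looser limit on cells, all gene types, mitochondrial genes left out or edgeR without robust estimation stayed within 1.5 times the reported one. With each library left out in turn, where a lone library is assumed to vary like the other groups, the counts ranged over 23 to 51, 917 to 1628, 858 to 1502, 1248 to 1990, 1490 to 2625, 752 to 1389, 0 to 3, 269 to 541, 32 to 134 and 513 to 1404 in the same order. Lists called ranged over 8 to 14, 11 to 12, 9 to 10, 14 to 16 and 16 to 19 against 0 h and 11 to 13 for 96 h against 12 h. At 0.5 h the 13 lists became 5 with an estimated correlation and 5 with fry. At 12 h, 24 h, 48 h and 96 h against 0 h fry called 13, 13, 15 and 22 lists, where camera as preset called 11, 10, 15 and 17. For 96 h against 12 h fry called 16 and camera as preset 11. Profile correlations of 0 h with 0.5 h, 12 h and 96 h were 0.974, 0.927 and 0.835 with 0.1 added to CPM, 0.989, 0.959 and 0.921 with 10 added, 0.989, 0.973 and 0.944 over every gene with a count, and 0.965, 0.915 and 0.851 with library sums thinned, which adds counting noise. For 12 h and 96 h they were 0.941 and 0.877 without mitochondrial genes, and for 96 h 0.890 by Spearman's rho and 0.893 with cells of at least 1000 genes. The neighbor share of 0 h and 0.5 h was 62.0% with 1000 variable genes, 50.4% with 4000, 75.5% among all other cells, 52.5% with thinned cells and 68.1% with cells of at least 1000 genes, where that of 24 h was 97.1%. With 50 neighbors the shares of 12 h and 96 h were 98.0% and 94.8%, where 96 h has only 54 and 64 cells per library to supply them. With cells thinned to 6250 UMIs, 6 panel genes differed in their share of cells in place of 10. Lowering the mitochondrial limit to 20%, with the other limits on cells kept, left 230 cells. Values counted as reversed numbered 6, all under the stricter limits on cells, where none passed. For TIPIN the log2 change was 0.20 at 12 h and 0.0814 at 96 h. At 24 h it was -0.10 for CKAP2L and -0.31 for INSIG1. For 96 h against 12 h it was -0.19 for ENO2 and 0.53 for WNT7B. Of 16432 values of 605 named results under the alternatives, 15530 kept direction and call and 852 kept direction and lost the call. The 6 reversed ones are among the 16432, 5 others gained the call and 39 more lay past 0 with no call. These 39 came from several settings, among them 9 without 0 h replicate 1 and 6 under the stricter limits. Of 574 called results 441 kept call and direction whichever library was left out. With the replicate number as a block (replicate block) the counts were 21 for 24 h against 12 h, 823 for 48 h against 24 h and 237 for 96 h against 48 h, the others stayed within 1.5 times, and among named results only the calls of FOS and EGR1 at 0.5 h and MKI67 at 96 h against 0 h changed. Lists called with the block numbered 14, 12, 10, 16 and 19 against 0 h and 11 for 96 h against 12 h. Depth limits genes near 1 CPM, above all at 96 h with 118 cells, and in simulated counts 29 of 66 changes of 2 times and 52 of 65 of 4 times were recovered there.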

Other observations

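The comparison of 96 h with 24 h, the tests on long non-coding RNAs and the genes named here were chosen after the values were seen, and leaving out single libraries was not run for them.

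Some genes that rose by 12 h had fallen back by the end of the exposure. Among the 885 genes higher at 12 h than at 0 h, 90 were lower at 96 h than at 24 h, where independent lists would share 38.1, and the libraries of these comparisons do not overlap. The tight junction gene CLDN4 went from 0.426 ± 0.216 CPM at 0 h to 20.7 ± 2.48 at 12 h and 4.22 ± 1.57 at 96 h (mean ± SD, n = 2 libraries). Plakoglobin (JUP) went from 149 ± 3.70 to 392 ± 19.1 and 63.3 ± 2.68 CPM, the keratin KRT80 from 112 ± 17.3 to 271 ± 62.3 and 27.0 ± 4.13, and the integrin ITGB4 from 22.3 ± 2.87 to 49.0 ± 0.884 and 7.38 ± 2.74. IGFBP4 went from 884 ± 6.70 to 2069 ± 252 and 988 ± 48.7 CPM. The opposite course, lower at 12 h and then higher at 96 h than at 24 h, was seen for 40 of the 610 lower genes, where independent lists would share 31.0. Among these IGFBP3 went from 176 ± 32.6 to 84.3 ± 17.6 and 332 ± 80.8 CPM, and ID2 from 176 ± 5.98 to 41.5 ± 13.0 and 135 ± 13.1. The receptor subunit GABRA5 went from 66.7 ± 5.92 to 34.9 ± 0.337 and 156 ± 0.949 CPM. Going on in the same direction was more frequent, with 119 genes higher in both steps (independent lists 44.9) and 73 lower in both (26.3). Every pair of directions, opposite or same, thus exceeded the number for independent lists. The excess alone therefore does not single out genes that turn back.

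Among long non-coding RNAs, 88 of 712 passed at 12 h against 0 h (48 higher and 40 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 88 at 24 h and 101 at 48 h. NKILA, a regulator of NF-κB, was at 1.02 ± 0.0374 CPM at 0 h and 25.9 ± 6.68 at 12 h (log2 4.62 ± 0.38) and LINC02086 rose by 3.55 ± 0.34. CYTOR went from 85.2 ± 0.995 to 170.3 ± 15.4 CPM, and MALAT1 stood at 1908 ± 540 CPM at 0 h and 6964 ± 719 at 96 h. LINP1 changed by -2.24 ± 0.28. Counts of antisense genes are uncertain without the strand setting.

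Wells kept made up 45.2% ± 2.76 at 0 h, 35.7% and 50.5% in the 0.5 h replicates, 52.7% ± 5.34 at 12 h, 50.8% ± 2.21 at 24 h, 36.5% ± 3.31 at 48 h and 15.4% ± 1.84 at 96 h (n = 2 libraries). With all 6 time points set against each other, 56.0% ± 16.1 of a cell's neighbors were of its own time (12 libraries), where chance gives 16.7%. Limits on protein-coding counts, in place of all counts, kept 1917 cells against 1871, which is closer to the number the study kept.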
